A study of Mus musculus with 2 samples. Its data were reported in "LSD1 inhibition circumvents glucocorticoid-induced muscle wasting of male mice" (2024).

How the data were processed

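Chromatin immunoprecipitation followed by sequencing (ChIP-seq) of NRF1 was performed on skeletal muscle of wild-type mice. In this assay an antibody pulls down a DNA-binding protein with the DNA it occupies, and sites of occupancy appear as peaks of sequenced fragments over a control. NRF1, nuclear respiratory factor 1, is a transcription factor that binds the palindromic sequence GCGCATGCGC. The labels describe 2 libraries, both with the NRF1 antibody and both from wild-type skeletal muscle, and they were kept in 1 group as replicates 1 and 2 in accession order. The reporting summary of the study names the library of replicate 2 as input DNA for NRF1, which conflicts with its label. Peaks were deposited as 1 list, and every peak name in it carries the title of the library of replicate 1. No separate values of the library of replicate 2 were used here. If it is the input, the fold enrichments and q-values given by the authors are relative to it.

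As the study describes it, the authors mapped single-end reads to the mm10 mouse genome with Bowtie, kept uniquely mapped reads and removed reads in blacklisted regions, that is, in regions known for artificially high signal. The blacklist that the methods name belongs to a human genome build. Peaks were called by the authors with MACS2 against input DNA, and whether libraries were pooled is not stated. The peak names carry a word for removal of duplicate reads. The methods mention the broad option of MACS2, whereas the deposited list has the layout of narrow peaks with a summit each. The methods also state that peaks with a false discovery rate above 0.01 were excluded. In the list, 3219 peaks had a q-value of at most 0.01 and 7 had a higher one, the largest being 0.0480. The number of peaks also differs from the number of sites in the study's text, so the deposited list may not be the list that the study counted. For that number the reporting summary gives limits on m-fold besides the false discovery rate. How those limits relate to the fold enrichments in the list is not stated. For each peak the authors gave a fold enrichment, which is the ratio of signal at the summit to the MACS2 control background. The deposited p-values and q-values are on the −log10 scale. The position of the summit was given as a distance from the peak start. Read depth is unknown from the list, and it bears on every count of peaks, because a deeper library passes the threshold at weaker sites. Duplicate removal caps the signal at the strongest sites, unique mapping removes most of the signal in repeated sequence, and fold enrichment depends on the local depth of the control.

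All peaks lay within the chromosome lengths of GRCm38, the assembly of mm10, and sequence and annotation were taken from RefSeq for that assembly. Transcription starts were those of 45756 known RefSeq transcripts, which have 31603 different starts. Predicted transcripts were left out, and this choice was made once the annotation was at hand and before any promoter share was computed. Protein-coding genes were those with a known coding transcript on a chromosome that holds peaks. A promoter spanned 1000 bp before to 100 bp after a start, as in the study. A promoter peak had its summit in a promoter, and all other peaks are called peaks outside promoters. Known RefSeq transcripts do not include mitochondrial genes, so peaks on the mitochondrial chromosome were counted as intergenic.

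The share of promoter peaks was compared with peaks placed at random on the same chromosome outside runs of unknown bases, in a two-sided permutation test with 100000 placements. The NRF1 motif was searched on both strands within 100 bp of the summit, allowing at most 1 mismatch. Background sequences were windows of the same size around protein-coding starts without a peak within 2000 bp, drawn from 22066 windows so that each matched 1 peak in GC content. Because these promoters were chosen for having no peak, alternatives with flanking sequence and with shuffled peak sequence were also run. Shares of peaks or genes were compared by Fisher's exact test, two-sided. A p-value under 1e-300 is printed as 1e-300. Medians of log2 fold enrichment were compared by a two-sided permutation test with 100000 resamples, whose smallest possible p is 1e-05. Intervals of shares are Wilson 95% intervals. They cover counting error over peaks or genes only, and neighbouring peaks and paralogous genes are not independent. Tests of 9 gene families were adjusted by the Benjamini-Hochberg method.

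Families were defined by gene symbol. They were the respiratory chain, the proteasome (Psm), ubiquitin-conjugating enzymes (Ube2), F-box proteins (Fbxo, Fbxl, Fbxw), Trim, Usp and autophagy (Atg). The mitochondrial (Mrpl, Mrps) and cytosolic (Rpl, Rps) ribosome were also included. The respiratory chain family held Nduf, Sdha to Sdhd, Uqcr, Cyc1, Atp5 and Cox4 to Cox8 genes. Ndufaf genes and Cox genes with other numbers were left out. A list of 23 catabolic genes was taken from the loci the study shows. The study showed these loci for NRF1, by ChIP-seq of this tissue for all but Eif4ebp2 and Pik3r1, which it showed by ChIP followed by quantitative PCR on other muscle samples. A test of the list is therefore not independent evidence. The peaks named were the 5 promoter peaks and the 5 other peaks with the highest fold enrichment. From the catabolic list, genes with and without a promoter peak were named, with Pax7, which the study uses as a negative locus. These tests, definitions and naming rules, and most alternatives, were fixed before the data were examined. They covered stricter peak thresholds, other promoter windows and overlap rules, other motif definitions and backgrounds, and CpG-rich promoters as the gene background. A promoter was CpG-rich if its GC content was at least 50% and its ratio of observed to expected CpG at least 0.6. Alternatives with GENCODE M21 basic or predicted RefSeq starts, with a background matched on CpG, with CpG richness measured within 200 bp of the start, and with low-fold or high-q peaks left out were chosen after seeing the data.

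The calculations were tested on simulated data. With 60.0% of 3223 simulated peaks planted in promoters and the rest placed at random, a share of 60.4% was recovered. Of motifs planted in 40.0% of 2000 simulated sequences, 100.0% were found. Analyses used Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1, and plots were drawn with matplotlib 3.10.9.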

Results

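The study examined how the glucocorticoid receptor, its coregulator LSD1 and the transcription factor NRF1 share target genes in skeletal muscle, and it profiled NRF1 by ChIP-seq to locate its binding in this tissue. The series holds 2 libraries from wild-type skeletal muscle whose labels both name the NRF1 antibody. A single list of peaks, called on the library of replicate 1, was analysed. There is no replicate error on any value below. Fold enrichments and q-values are those the authors gave for each peak.

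The list held 3226 peaks on 22 chromosomes, and together they covered 1034430 bases of the mm10 genome. The median peak was 290 bp wide, with quartiles of 222 and 384 bp. The median fold enrichment was 10.7, with quartiles of 7.51 and 15.6, and the extremes were 1.74 and 80.1. The median −log10 q was 23.3, with quartiles of 11.8 and 42.1. Autosomes carried 3131 of the peaks, chromosome X 91, chromosome Y 1 and the mitochondrial chromosome 3. No peak overlapped another. At a q-value of at most 1e-05, 3047 peaks were left, and 3035 had a fold enrichment of at least 5, which was the alternative that moved the count most.

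To ask whether NRF1 occupied promoters, each summit was placed relative to annotated transcription starts. Of the 3226 summits, 2607 lay in a promoter, a share of 80.8% (Wilson 95% interval 79.4 to 82.1%). Peaks placed at random on the same chromosomes reached a mean share of 1.32% and at most 2.2% (two-sided permutation test, p = 1e-05, the smallest that 100000 placements can give). The observed share was 61.3 times the chance share. Under the alternatives this ratio lay between 30.2 with GENCODE M21 basic starts and 72.3 with promoters 500 bp either side of the start. The alternative that moved the observed share most was a promoter from 2000 bp before to 500 bp after the start, with 87.8%. The median promoter summit lay 46 bp before the nearest start, at -46.0 bp, with quartiles of -106.5 and -4.0 bp. In all, 1857 summits, or 57.6%, were within 100 bp of a start.

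**Figure D1:**
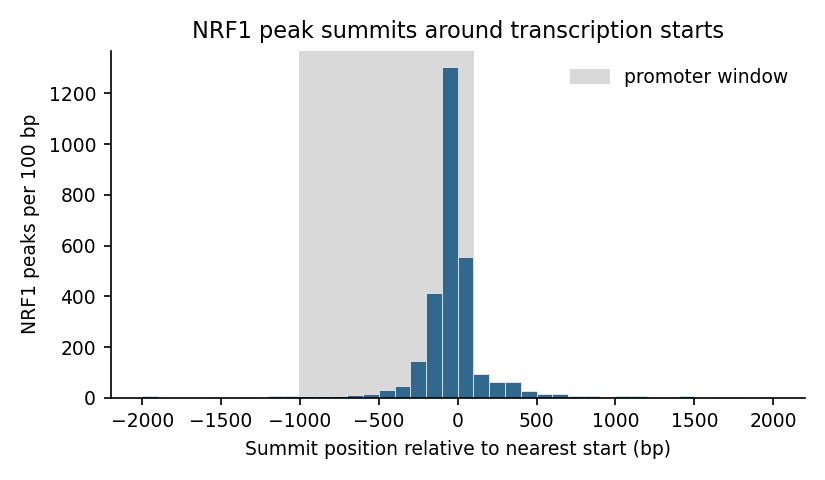
Number of NRF1 peaks (vertical axis) in 100 bp bins of the distance from the summit to the nearest known RefSeq start (horizontal axis, bp, negative before the start), with the promoter window shaded. The 1303 peaks of the bin that ends at the start form the highest bar, and 190 peaks outside promoters lie more than 100 and at most 500 bp after a start.

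The 619 peaks outside promoters fell in all other parts of the annotation. Their summits were in introns in 233 cases, in intergenic sequence in 212, in non-coding exons or untranslated regions in 99 and in coding exons in 75. As shares of all peaks these were 7.22%, 6.57%, 3.07% and 2.32%. Random positions on the same chromosomes fell in introns in 38.4% of cases and in intergenic sequence in 57.4%. Coding exons took 1.44% of random positions, under the lower bound of 1.86% of the interval for peaks. Non-coding exons or untranslated regions took 1.34%, also under the lower bound for peaks there, 2.53%. Of the 619 peaks, 190 had their summit more than 100 and at most 500 bp after a start, just beyond the promoter window, and 218 were more than 10000 bp from any known start.

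The study reported the NRF1 motif at these sites, and its frequency was compared here with promoters of the same GC content that had no peak. With at most 1 mismatch, GCGCATGCGC occurred within 100 bp of 2092 summits, or 64.8% (Wilson 95% interval 63.2 to 66.5%). It occurred in 47 of 3226 matched unbound promoters, or 1.46% (1.1 to 1.93%). The odds ratio was 124.8 (Fisher's exact test, two-sided, p = 1e-300). Mean GC content was 65.6% in both sets. The ratio of observed to expected CpG was 0.892 at the peaks and 0.714 in the matched promoters. With promoters matched on GC and on CpG ratio, an alternative chosen after seeing the data, the motif occurred in 2.23% of background windows and the odds ratio was 80.8. The odds ratio moved most with windows 1000 bp to either side of each summit as background, where it was 455.9. Mean GC content was only 46.0% in those windows. With shuffled peak sequence as background, at a mean GC content of 65.6%, 3.35% of windows held the motif and the odds ratio was 53.3. At most 2 mismatches gave the lowest odds ratio, 41.8, because 17.5% of background windows then held the motif, against 89.9% of peaks.

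The motif was concentrated at the summit. Among peaks with the motif, the nearest copy was centred a median of 13 bp from the summit, and 75.2% were centred within 25 bp. An even spread over the window would place 26.6% there for a single copy. At least 2 copies were present at 377 peaks. The exact palindrome was found at 349 peaks, or 10.8%, with a median fold enrichment of 14.3. More peaks carried a copy with 1 mismatch. GCGCAGGCGC, read on either strand, was present at 713 peaks, with a median fold enrichment of 13.2, and in 11 matched unbound promoters. GCGCACGCGC was present at 508 peaks, with a median fold enrichment of 12.9, and in 9 of those promoters.

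**Figure D2:**
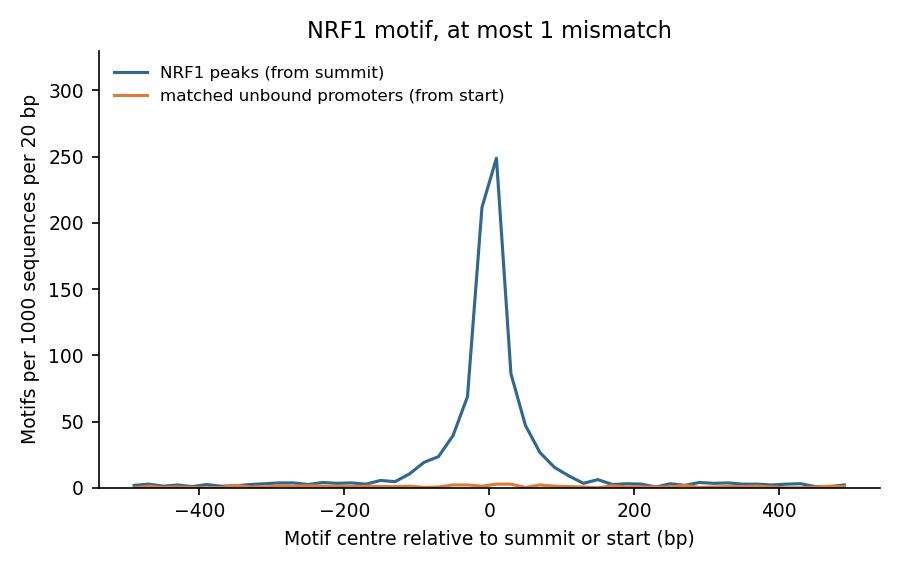
Number of NRF1 motifs with at most 1 mismatch per 1000 sequences in 20 bp bins (vertical axis) against the distance of the motif centre (horizontal axis, bp) from the summit of 3226 peaks or from the start of 3226 GC-matched unbound promoters. At the peaks the density rises to 248.9 in the bin that starts at the summit, and in the unbound promoters it stays at or below 2.79.

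Promoter peaks and peaks outside promoters were then compared for the motif. It was present at 1719 of 2607 promoter peaks, or 65.9% (64.1 to 67.7%), and at 373 of 619 other peaks, or 60.3% (56.4 to 64%). The odds ratio was 1.28 (Fisher's exact test, two-sided, p = 0.0087). For the exact palindrome the shares were 10.9% and 10.3% and did not differ (odds ratio 1.06, Fisher's exact test, p = 0.7191). Among peaks with a fold enrichment of at least 5, the odds ratio was 1.20 (Fisher's exact test, p = 0.0715). With the 25 peaks of a fold enrichment under 3.3 left out, it was 1.16 (Fisher's exact test, p = 0.1157).

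Fold enrichment differed by place and by motif. Promoter peaks had a median of 11.1 and other peaks of 8.81, a difference of 0.33 in log2 (two-sided permutation test, p = 1e-05). Under the alternatives on the fold scale the difference lay between 0.30, with the 25 low-fold peaks left out, and 0.36, with GENCODE M21 basic starts. Peaks with the motif had a median fold enrichment of 12.3 and peaks without it of 8.26, a difference of 0.58 in log2 (permutation test, p = 1e-05). The difference by motif was 0.58 in log2 among promoter peaks alone and 0.50 among other peaks alone (permutation test, p = 1e-05 for both). With the exact palindrome in place of 1 mismatch it was 0.46.

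**Figure D3:**
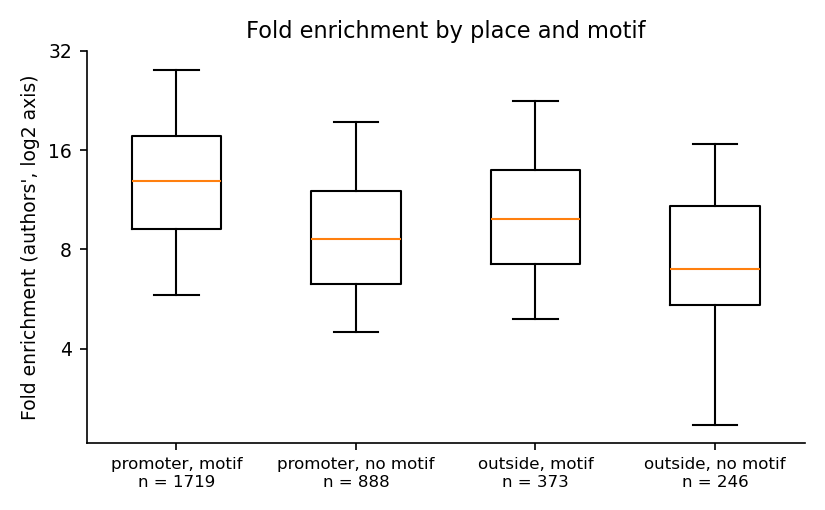
Fold enrichment given by the authors (vertical axis, log2 scale) of promoter peaks and peaks outside promoters, with and without the motif (horizontal axis). Lines in boxes are medians (12.9, 8.58, 9.89 and 6.98 from left to right), boxes span the quartiles and whiskers the 5th to 95th percentile of peaks.

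The 5 promoter peaks with the highest fold enrichment all held the motif, and their positions are given in mm10. The strongest, on chromosome 18 from 80206584 to 80206965, had a fold enrichment of 49.9 and lay in the promoters of Txnl4a and Gm16286, with its summit at -37 bp from the nearest start. It held the exact palindrome from 80206777 to 80206786, in the sequence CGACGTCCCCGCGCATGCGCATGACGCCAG. On chromosome 17, the peak from 56672732 to 56673435 at the Ranbp3 promoter had a fold enrichment of 44.3 and held GCGCAGGCGC from 56673231 to 56673240. The Ccser2 promoter peak, on chromosome 14 from 36968549 to 36968973, had a fold enrichment of 43.3 and held GCGCAGGCGC in the sequence GTCTGTCCTTGCGCAGGCGCGAGTCTCACT. The peak on chromosome 17 from 56584414 to 56585112 was shared by the promoters of Safb and Safb2, with a fold enrichment of 39. At the promoter of Cox5b, which encodes a subunit of the respiratory chain, the peak on chromosome 1 from 36691238 to 36691568 had a fold enrichment of 38.3 and held GCGCATGTGC.

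Among the 5 strongest peaks outside promoters, 3 held the motif. The highest fold enrichment of the whole list, 80.1, belonged to a peak without the motif on chromosome 2 from 25233590 to 25233932. Its summit lay in an intron of Slc34a3, 505 bp after the nearest known start and within 1000 bp of a predicted start of the same gene. The CpG ratio around that summit was 0.0794, and the sequence at the summit was AAGTTTGACAGCTGACTAAGGGTACAGGGT. An intergenic peak on chromosome 5 from 123057733 to 123058260, 10944 bp before a start of Morn3, had a fold enrichment of 35.1 and 3 copies of the motif. In Alkbh5, a peak on chromosome 11 from 60537594 to 60538248 had a fold enrichment of 34.2. Its summit was 289 bp after the start, in a non-coding exon or untranslated region, and it held the exact palindrome from 60537919 to 60537928. A peak in a coding exon of Nr3c1, the gene of the glucocorticoid receptor, lay on chromosome 18 from 39486031 to 39486332. It had a fold enrichment of 32.4, no motif and a CpG ratio of 0.208. The fifth, in an intron of Peg10 on chromosome 6 from 4749208 to 4749580, had a fold enrichment of 29.8 and held GCGCCTGCGC.

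NRF1 target genes were counted as protein-coding genes with a summit in the promoter of at least 1 transcript. There were 2804 such genes among 21000, or 13.4%. The window from 2000 bp before to 500 bp after the start moved this count most, to 3085. Of the promoter peaks, 2245 lay in the promoter of 1 protein-coding gene, 307 in promoters of 2 or more, and 55 in promoters of non-coding genes alone.

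The study linked NRF1 target genes to proteolysis and oxidative phosphorylation, and 9 gene families were examined for a promoter peak. In the respiratory chain family 36 of 88 genes had one, or 40.9% (Wilson 95% interval 31.2 to 51.4%), against 13.2% of all other genes (odds ratio 4.54, Fisher's exact test, adjusted p = 1.21e-09). In the mitochondrial ribosome family it was 26 of 78 genes, or 33.3% (odds ratio 3.27, exact test, adjusted p = 2.24e-05). Among autophagy genes, 8 of 18 had a peak (odds ratio 5.20, exact test, adjusted p = 0.0038). Cytosolic ribosome genes (25 of 101, odds ratio 2.15, adjusted p = 0.0040), Usp genes (16 of 56, odds ratio 2.61, adjusted p = 0.0043) and ubiquitin-conjugating enzymes (10 of 37, odds ratio 2.41, adjusted p = 0.0378) also exceeded the other genes by the same exact test. The proteasome family, with 12 of 51 genes, was at the threshold (odds ratio 2.00, exact test, raw p = 0.0394, adjusted p = 0.0506). F-box genes (10 of 77, adjusted p = 1.0) and Trim genes (8 of 68, adjusted p = 0.9657) did not differ from other genes by this exact test.

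These differences depended on the promoters chosen as background. A CpG-rich promoter was present in 5793 genes, of which 27.7% had a peak, against 7.90% of the 15207 remaining genes. Within CpG-rich promoters no family passed the threshold, and the odds ratio of autophagy genes, which moved most, was 1.57 (3 of 8 genes, exact test, adjusted p = 0.7624). That of the respiratory chain was 1.52 (11 of 30 genes, exact test, adjusted p = 0.5503). That background held fewer genes of each family. With CpG richness measured within 200 bp of the start, a definition chosen after seeing the data that covered 11553 genes, the respiratory chain (34 of 74 genes, odds ratio 2.85, exact test, adjusted p = 0.000172) and autophagy (8 of 14 genes, odds ratio 4.45, adjusted p = 0.0278) passed, and the other 7 families did not.

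**Figure D4:**
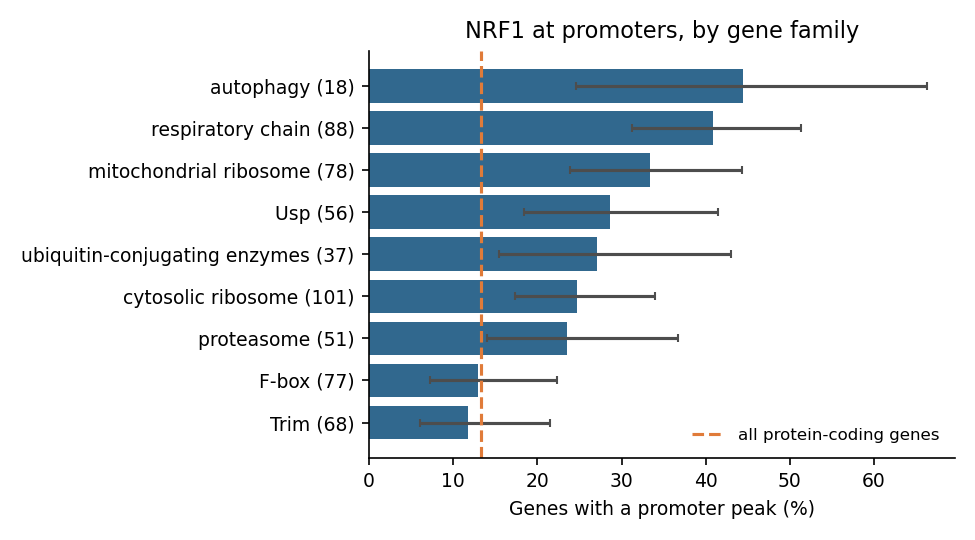
Share of genes with a promoter peak (horizontal axis, %) in each of 9 gene families, with the number of genes in brackets. Error bars are Wilson 95% intervals and the dashed line is the share of all protein-coding genes, 13.4%; only F-box and Trim lie below it.

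Among the 23 catabolic genes, 15 had a promoter peak, or 65.2%, against 13.3% of other genes (odds ratio 12.2, Fisher's exact test, p = 1.25e-08). Since the study chose these loci to show NRF1 in muscle, this is not independent evidence. Among CpG-rich promoters 8 of 13 genes of the list had a peak (odds ratio 4.20, exact test, p = 0.0109), which was the lowest odds ratio of the alternatives. The genes with a promoter peak were Atg5, Atg10, Bnip2, Capns1, Ddit3, Eif4g1, Fbxo31, Fbxo9, Fbxo42, Foxo3, Kdm1a, Uba2, Ubb, Unk and Usp8. Their summits lay between 6 and 246 bp from the nearest start. Fold enrichment ranged from 4.29 at Kdm1a, where −log10 q was 2.84, to 23.6 at Eif4g1. The motif was present at 10 of these 15 peaks and was not found at Atg5, Eif4g1, Fbxo31, Uba2 and Usp8. No promoter peak was called at Ddit4, Fbxo32, Fbxo30, Fbxo7, Trim55, Trim63, Eif4ebp2 and Pik3r1. At the Ddit4 promoter, however, the study detected NRF1 by ChIP followed by quantitative PCR, on other muscle samples. The nearest summit was 51083 bp from a start of Ddit4, 109399 bp from Fbxo32, 27792 bp from Trim63 and 859135 bp from Pik3r1. At Pax7 the nearest summit was 452562 bp from a start. Without the read depth, a site below the peak threshold cannot be told from an unoccupied one.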

Values the study reported

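The study reported 3130 binding sites of NRF1 in skeletal muscle. It described most of them as lying at promoters, defined as −1000 bp to 100 bp from a start, and counted 2955 genes with such a site.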

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

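Of 88 alternative values for 17 results, 70 kept their direction and their side of the threshold or, for counts, stayed within 1.5 times the value reported. The number of peaks ranged from 3035 to 3226, the promoter share from 79.1 to 87.8%, the odds ratio of the motif against background from 41.8 to 455.9, and the number of genes from 2677 to 3085. Both fold enrichment comparisons and the test of the catabolic list kept their direction and stayed past the threshold under every alternative run, with odds ratios of the list from 4.20 to 12.2.

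The higher motif share at promoter peaks was the weakest of the comparisons of peaks. It passed the threshold no longer at a fold enrichment of at least 5 (odds ratio 1.20), with no mismatch (1.06) or with the 25 peaks of a fold enrichment under 3.3 left out (1.16, Fisher's exact test, p = 0.1157), a setting chosen after seeing the data. These 25 peaks hold no motif and only 2 of them lie in promoters, so the difference rests on them in part. Why it was smaller with no mismatch was not tested.

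The gene families depended on the background. With CpG-rich promoters as background, 6 families that had passed no longer did: respiratory chain (odds ratio 1.52), ubiquitin-conjugating enzymes (1.64), Usp (1.85), autophagy (1.57), mitochondrial ribosome (2.25) and cytosolic ribosome (1.71). The Trim family changed direction, to 1.16. Fewer genes were tested there, 5793 in place of 21000, and odds ratios fell as well. With CpG richness measured within 200 bp of the start, chosen after seeing the data, ubiquitin-conjugating enzymes (1.45), Usp (2.06), mitochondrial ribosome (1.64) and cytosolic ribosome (1.21) no longer passed, and Trim was at 1.06. The proteasome family passed when any overlap of at least 1 bp counted (2.08, exact test, adjusted p = 0.0397) and at a q of at most 1e-05 (2.10, adjusted p = 0.0421), where its adjusted p had been 0.0506. F-box changed direction at a q of at most 1e-05, to 1.02, with an exact-test adjusted p of 0.8656. The cause of these last changes was not tested.

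Leaving out each replicate in turn was not possible, since there is only 1 list of peaks. If replicate 2 is input DNA, as the reporting summary names it, the series holds no replicate of the NRF1 library. No paired analysis was possible because the libraries form 1 group with 1 list of peaks. The depth of the reads is unknown and limits every statement on genes without a peak.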

Other observations

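The tests on low-fold peaks, on the mitochondrial chromosome and on coding exons were chosen after the patterns were seen, as were the wider forms of the tests on chromosome X and on divergent promoters. No biological explanation that compares groups was tested, since the libraries form 1 group.

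Whether an exact copy of the palindrome carried a peak went with the CpG content around it. Of 1655 exact copies on the chromosomes examined, 383 lay in a peak, or 23.1%. In promoters it was 306 of 361 (84.8%), and outside promoters 77 of 1294 (5.95%). Outside promoters, 56 of 163 copies in sequence with a CpG ratio of at least 0.6 had a peak (34.4%), against 21 of 1131 in sequence below that ratio (1.86%; odds ratio 27.7, Fisher's exact test, p = 1.8e-37). Above a CpG ratio of 0.8 the share outside promoters was 61.7% (Wilson 95% interval 47.4 to 74.2%). Among the 657 copies with higher GC content the odds ratio was 38.8 (exact test, p = 1.66e-36), and among the 637 with lower GC content it was 3.8 and did not pass the threshold (p = 0.142). A candidate explanation is that CpG-poor copies are methylated in muscle and not bound. DNA methylation and chromatin accessibility were not analysed here, and either one could produce this pattern. Copies in repeated sequence, where unique mapping removes reads, were not set apart, nor were copies at starts missing from known RefSeq transcripts.

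Promoter peaks without the motif often held the shorter word TGCGCA, which was noticed in a search for enriched words. It occurred at 359 of 888 such peaks (40.4%), against 4.75% of matched unbound promoters without the motif (odds ratio 13.6, Fisher's exact test, p = 7.62e-145). Fold enrichment and position had not been seen for these peaks when their test was set. Peaks with the word had a median fold enrichment of 9.81, against 7.93 without it, a difference of 0.31 in log2 (two-sided permutation test, p = 1e-05). Of 395 copies, 61.3% were centred within 25 bp of the summit, against 26.0% for an even spread. The word covers a single arm of the palindrome with its flanking base, so part of the peaks counted as lacking the motif may be weaker NRF1 sites.

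Of the 619 summits outside promoters, 203 (32.8%, Wilson 95% interval 29.2 to 36.6%) lay in the promoter window of a GENCODE basic or predicted RefSeq start. Of the 416 left, 58.7% held the motif. Peaks placed at random on the same chromosomes fell in GENCODE basic promoters at a mean of 2.76% and in known or predicted RefSeq promoters at 2.37%. Chance placement alone therefore did not give the share, although no placement was limited to sequence near known starts. Missing starts stay open for the 416 left, because starts absent from every annotation were not tested. Repeat-masked bases made up a mean of 9.82% of the sequence around the 619 summits and 34.0% around 12380 random positions, a difference of -24.1 percentage points (two-sided permutation test with 10000 resamples, p = 0.0001, the smallest they can give). This does not decide whether repeats contributed. The authors kept only uniquely mapped reads and the random positions were not limited to sequence where reads map uniquely, so a lower share was built in.

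A small set of peaks did look technical. The 25 peaks with a fold enrichment under 3.3 held no motif, and 19 of them lay in 4 clusters. The clusters were on chromosome 9 from 2999998 to 3035979 (6 peaks), on chromosome 2 from 98662250 to 98667352 (5 peaks), on chromosome 14 from 19415780 to 19419476 (5 peaks) and on the mitochondrial chromosome (3 peaks). A median of 77.4% of the bases in the 25 peaks were repeat-masked, against a median of 0.0% in the other peaks, a difference of 77.4 percentage points (two-sided permutation test, p = 1e-05). The 3 mitochondrial peaks covered 70.7% of that chromosome at fold enrichments of 2.45 to 2.70, and the widest, of 6451 bp, exceeded the widest nuclear peak, of 1258 bp. A candidate explanation is high-copy DNA that was present in unequal amounts in the immunoprecipitate and its control. The blacklist named in the methods is of a human build, which may have left such regions in place, but no mouse blacklist was used here. Leaving these peaks out gave 3201 peaks, and the motif share of promoter peaks then no longer differed from that of other peaks at the threshold (odds ratio 1.16, Fisher's exact test, p = 0.1157).

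Outside its promoters, Nr3c1, which encodes the glucocorticoid receptor, had 4 peaks with fold enrichments of 9.03 to 32.4. None held the motif. All 4 summits were in coding exons, although coding sequence makes up 2.19% of the gene and 32.2% of its exonic bases. On chromosome 18, the peak from 39424325 to 39424542 covered the whole exon from 39424383 to 39424499, and no peak reached more than 58 bp beyond its exon. A candidate explanation is DNA copies of coding sequence without introns, such as plasmids or cDNA, in the immunoprecipitated sample. The 4 summits in coding exons are what it needs. The peaks with fold enrichments of 32.4 and 22.1 shared an exon of 1235 bp, however. The gene has 8 coding exons, so several had no such peak, and the explanation does not say why. It cannot be told apart from other causes here, because the gene was picked for the pattern. The reads, which would show joined exons, were not analysed either. Until then the Nr3c1 peak among the strongest peaks outside promoters is open to doubt as an NRF1 site.

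Chromosome X carried 0.532 peaks per Mb and the autosomes 1.27. There were fewer protein-coding starts per Mb on X (6.38 against 10.1), and among starts with an exact palindrome within 100 bp the share with a peak was alike, 10 of 11 on X and 88.1% on the autosomes (Fisher's exact test, p = 1.0). With at most 1 mismatch, however, 27 of 57 X starts had a peak (47.4%), against 82.1% of 1706 autosomal starts (exact test, p = 7.43e-09). The starts were then limited to a CpG ratio of at least 0.6 and a sequence within 100 bp identical to no other protein-coding start. There it was 25 of 47 (53.2%) on X against 84.7% (exact test, p = 6.05e-07). A lower number of motif promoters therefore did not account for the whole difference. Near-identical starts and copies elsewhere in the genome were not removed. Promoter peaks on X had a median −log10 q of 14.8, against 25.6 on the autosomes, a difference of -10.8 (two-sided permutation test, p = 0.00665). That could come from the lower depth of a single X in male animals, which the study used, but it was not shown. The starts with an exact palindrome cannot decide this, since only 11 lie on X and 88.1% of the autosomal ones have a peak. The interval of their share on X was 62.3 to 98.4%. If starts were independent, it would exclude a loss as large as that with at most 1 mismatch and leave a smaller one open. Alternative starts of 1 gene were counted apart in the tests over starts, so the p-values of those tests may be too small. X-specific silencing was not tested.

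Divergent promoters, with head-to-head protein-coding starts within 1000 bp, had a peak more often. Starts within 1000 bp of each other were counted as 1 locus, with a summit to either side within that distance. On this count 329 of 922 divergent loci had a peak (35.7%), against 11.1% of 21466 other loci (odds ratio 4.42, Fisher's exact test, p = 2.54e-80). An exact palindrome was also more frequent at divergent loci, 3.69% against 0.927%. Among loci with an exact palindrome and a CpG ratio of at least 0.6, all 33 divergent loci and 171 of 192 other loci had a peak (Fisher's exact test, p = 0.0498). By the same exact test, without the condition on CpG p was 0.0182, and counted over starts it was 0.0231. With 3 forms of the test run and only 21 loci without a peak, motif and CpG content cannot be told apart from an effect of divergence itself.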
